A study of Mus musculus with 6 samples.

How the data were processed

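Gene expression was measured by RNA sequencing of laser-captured tissue from female mice. Per the labels' protocols, the mice carried VgluT2-cre and the Ai6 reporter, which marks cells with a history of VgluT2 (Slc17a6) expression with a green fluorescent protein. VMHpvlm and VMHpvll were cut from frozen coronal sections, RNA was extracted with the PicoPure kit and libraries were made with a stranded total RNA kit. The criteria by which the borders of the captured areas were drawn are not given in the sources used here. There were 6 libraries, 3 per region.

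The single deposited table held 47480 genes by 6 libraries. HISAT2, featureCounts and the mouse genome build mm10 are named in the submitters' processing notes, without versions. The annotation, the tool used for scaling and the use of strand in counting are not given in the sources used here, so reads of a gene and of an overlapping antisense gene cannot be told apart. The deposited values were a normalised signal, gene counts divided by 1 size factor per library, as the values themselves show: in every library 100% of the non-zero values were whole multiples of the value of 1 read, within a tolerance of 0.05 reads. Whole reads recovered in this way gave between 7157831 and 11293159 reads per library, and size factors computed from them by the median of ratios matched the deposited scaling within 0.453% after both were set to the same mean. The table held 27 gene names turned into dates by a spreadsheet, 2 duplicated symbols and 0 mitochondrially encoded genes.

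Values were tested as log2(value + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust), for the 14522 genes with a mean of at least 10 over the 6 libraries. The model held the region and, as a fixed block, the pair name shared by the sample titles. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg and genes with an adjusted p below 0.05 were called. Differences are VMHpvlm minus VMHpvll on the log2(value + 1) scale, which understates the change of low genes, and folds are ratios of the region means. With the block, 2 residual degrees of freedom were left per gene. The variance prior added a median of 39.9 degrees of freedom, so the p-values rest largely on the spread shared by genes of similar level.

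The titles share the names F19, F20 and KH_161103 between the regions but do not say that a shared name is 1 animal, so p-values measure the spread between these libraries. The KH_161103 titles end in C for VMHpvlm and in D for VMHpvll, letters that do not name a region. Deviations from the region means correlated over genes at 0.26, 0.24 and 0.36 for libraries with the same name, and between -0.25 and 0.01 for libraries with different names. The names were therefore taken to pair the libraries. Libraries of 1 region differed by more than sampling noise, with chi-square per degree of freedom between 5.46 and 9.81, so none was the same library sequenced again. Separate libraries from the same RNA or animal are not excluded by this.

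Before the data were examined, 32 gene lists were fixed. The lists for the ventromedial hypothalamus and its ventrolateral part rest on knowledge of this nucleus that may draw on these same libraries, so their direction is not independent evidence. The 29 lists with at least 5 tested genes were tested with camera at a preset correlation of 0.01 between genes, on the same model, with Benjamini-Hochberg adjustment over lists. Camera with an estimated correlation and fry were run beside it. With an estimated correlation, camera refers its statistic to the 2 residual degrees of freedom, which leaves it little power here. Standard errors of list medians and of gaps between them came from 2000 bootstrap samples of the genes of each list. They do not measure the spread between libraries. Named genes followed a rule fixed in advance: per direction, the 12 called genes with the largest differences, a mean of at least 50 and the same sign in 3 pairs; 10 genes named beforehand; and up to 4 genes per list by smallest p. Other members of lists were named after their values were seen. Some genes that met the rule are not reported here. Gene positions and biotypes came from GENCODE M21 for the same build, which held 96.2% of the tested symbols.

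The alternatives were no pair block, a random pair effect, pseudocounts of 0.5 and 5, other filters and scalings, a variance prior without trend or robust, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered whole reads, and leaving out each pair or library. Simulated data for 14522 genes tested the limma step: 61.2% of genes changed by 0.5 (log2) were called, 86.6% at 1 and 100% at 2, with 11 false calls among 176. Of 200 simulated lists without a shift, camera gave 6 a p below 0.05. The simulation set no correlation within lists, whereas the estimate for the real astrocyte list was 0.458. It therefore does not test the calls of lists with correlated genes.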

Results

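The transcriptomes of VMHpvlm and VMHpvll, which are parts of the ventrolateral ventromedial hypothalamus (VMH), were compared in female mice. The VMH is a hypothalamic nucleus made mostly of glutamatergic neurons, and its ventrolateral part carries receptors for sex hormones. The question was how the transcriptional profiles of the neighbouring areas differ. Each region had 3 libraries, with titles that begin with F19, F20 and KH_161103 in both. Depth ran from 7157831 recovered reads in the F20 library of VMHpvll to 11293159 in the KH_161103 library of VMHpvlm, a ratio of 1.58. A single transcript, Gm42418, took between 11.6% and 17.9% of the reads, a share that was higher in VMHpvll in 3 of 3 pairs. All levels below are normalised read counts as mean ± SD (n = 3 libraries per region).

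VMHpvlm was marked by Nr5a1, the VMH transcription factor also called SF-1, and VMHpvll by Cckar, a cholecystokinin receptor, and by the oestrogen and progesterone receptors Esr1 and Pgr. Nr5a1 reached 308 ± 19.5 in VMHpvlm and 31.5 ± 6.73 in VMHpvll, a 9.77-fold difference. Cckar reached 411 ± 42.8 in VMHpvll and 23.1 ± 4.66 in VMHpvlm, a 17.8-fold difference in the other direction. Of 14522 tested genes, 2905 differed by limma at a Benjamini-Hochberg adjusted p below 0.05, with 1528 higher in VMHpvlm and 1377 higher in VMHpvll. This balance depended on the scaling, at 1750 against 1220 with libraries scaled to the same total and 1448 against 1508 with the same upper quartile. Most differences were small: the median absolute log2 difference of the called genes was 0.39, and 392 differed at least 2-fold, 160 toward VMHpvlm and 232 toward VMHpvll. The sign was the same in 3 pairs for 2861 of the called genes. Over all tested genes, 48.1% had the same sign in 3 pairs, against 25% by chance. The first principal component held 42.2% of the variance and separated the regions, and the second held 21.01% and separated the KH_161103 libraries from the others.

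**Figure D1:**
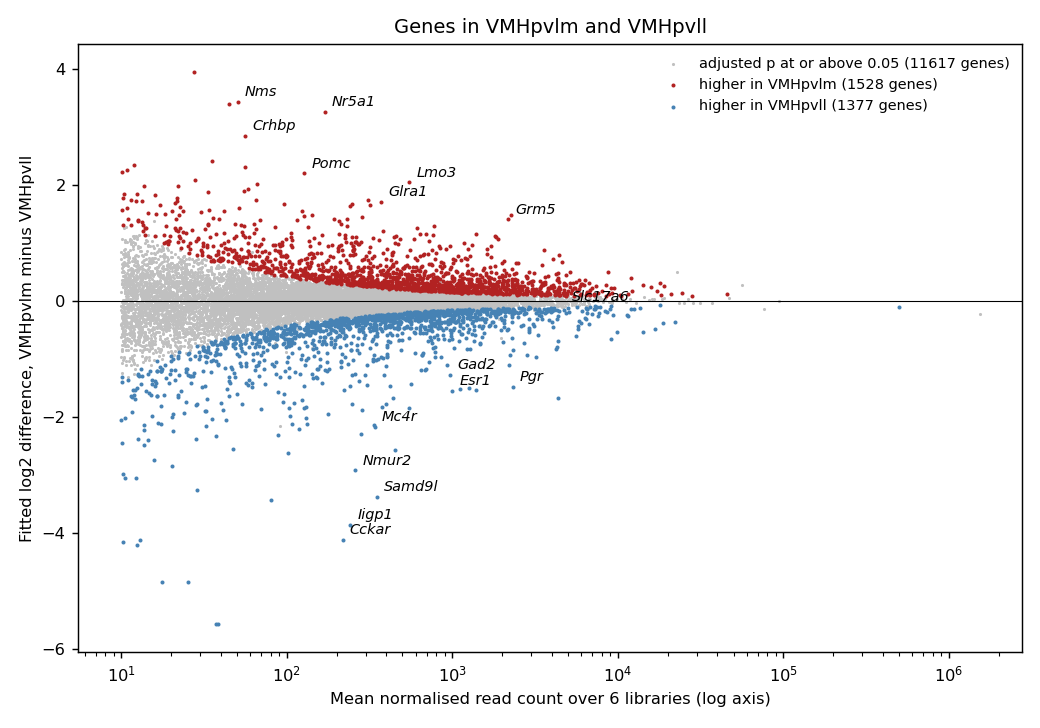
Fitted log2 difference (VMHpvlm minus VMHpvll) against the mean normalised read count over 6 libraries on a log axis, 1 point per tested gene. Red points (1528 genes) were higher in VMHpvlm, blue points (1377 genes) were higher in VMHpvll, and grey points were not called.

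Of the genes that met the naming rule, Nms had the largest difference toward VMHpvlm with all pairs and a pseudocount of 1. Nms, the precursor of neuromedin S, reached 92.9 ± 16.3 against 7.996 ± 3.44, an 11.6-fold difference (limma log2 difference 3.43 ± 0.29 SE, Benjamini-Hochberg adjusted p = 3.65e-13). Nr5a1 followed with a log2 difference of 3.27, and Crhbp, which encodes a protein that binds corticotropin-releasing hormone, with 2.85. Nr5a1 was ahead of Nms with a pseudocount of 5 (3.11 against 2.93) and without the KH_161103 pair (3.41 against 3.38). Pomc, the precursor of melanocortins and beta-endorphin, was 4.32-fold higher in VMHpvlm, at 206 ± 115 against 47.8 ± 31.0. Its level varied between pairs, and without the pair block the limma Benjamini-Hochberg adjusted p of Pomc was 0.232. The transcription regulators Lmo3 (889 ± 96.1 against 214 ± 17.8) and Sox14 (87.0 ± 3.74 against 23.1 ± 6.65) were higher in VMHpvlm, as were the glycine receptor subunit Glra1 (570 ± 48.2 against 175 ± 31.8) and the laminin Lama1 (479 ± 14.6 against 142 ± 17.4). Fgf10, Tnfrsf8, Col24a1 and St8sia2 completed this group, with log2 differences of 2.31, 2.02, 1.93 and 1.68.

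Cckar had the largest difference toward VMHpvll of the genes that met the rule (limma log2 difference -4.11 ± 0.16 SE, Benjamini-Hochberg adjusted p = 5.23e-24). Iigp1, an interferon-inducible GTPase, was 15.2-fold higher in VMHpvll, at 454 ± 101 against 30.0 ± 1.89, and Samd9l was 10.6-fold higher, at 642 ± 148 against 60.5 ± 7.54. Nmur2, a receptor for neuromedins U and S, reached 456 ± 35.3 against 59.7 ± 2.89. Mc4r, a melanocortin receptor, was 4.54-fold higher in VMHpvll, at 557 ± 94.6 against 123 ± 10.9. Phf21b, Mug1, Mad2l1, Suox and Smim3 had log2 differences of -2.56, -2.31, -2.30, -2.20 and -2.12. Stat5a (-2.62) and Gadd45a (-2.14) were also higher in VMHpvll, but exons of Stat5a overlap Stat3 and those of Gadd45a overlap E230016M11Rik, so their reads are uncertain. The same holds in VMHpvlm for Fgf10, which overlaps Gm16263, and for Glra1, which overlaps Gm12236. Among the genes below, Slc32a1, Penk, Gabra5, Kcnh7, Kcnq5, Htr1b and Mobp also have exons that overlap another gene (Gm14205, A830012C17Rik, Gm9962, Gca, Gm26580, D430036J16Rik and Gm38642).

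On mm10, Nr5a1 lies on chromosome 2 from 38692656 to 38714542, Nms on chromosome 1 from 38939149 to 38950276 and Crhbp on chromosome 13 from 95431371 to 95444924. Cckar lies on chromosome 5 from 53697776 to 53707705, Iigp1 on chromosome 18 from 60376027 to 60392634 and Samd9l on chromosome 6 from 3372257 to 3399572. Esr1 spans 4611593 to 5005614 on chromosome 10, and Pgr spans 8899833 to 8968611 on chromosome 9. These 8 genes are annotated as protein-coding, and their values count reads over exons of the whole gene.

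Receptors for steroid hormones differed in both directions. Esr1 was 2.90-fold higher in VMHpvll (1490 ± 63.8 against 513 ± 74.0) and Pgr 2.78-fold higher (3410 ± 197 against 1229 ± 98.7), whereas the glucocorticoid receptor Nr3c1 was 1.44-fold higher in VMHpvlm (1462 ± 92.8 against 1016 ± 97.6). The oxytocin receptor Oxtr was 1.36-fold higher in VMHpvlm (821 ± 94.6 against 605 ± 75.7). Npy2r (log2 difference -0.06, adjusted p = 0.721 by limma with Benjamini-Hochberg) and Tac1 (0.05, adjusted p = 0.664) were not called. Of 18 tested steroid receptors and coregulators, 3 were higher in VMHpvlm and 5 in VMHpvll (5 and 6 adjusted over the list alone), and the list was not called (camera adjusted p = 0.212). It was called toward VMHpvll without the F19 pair (camera adjusted p = 0.000493), without the F20 pair (0.00234) and by fry (0.0327). Fits without F19 or F20 used fewer libraries, yet gave far lower p-values for genes such as Pgr. The limma Benjamini-Hochberg adjusted p of Pgr was 1.71e-27 with all pairs, 7.30e-144 without F19 and 8.28e-167 without F20. A call gained in those fits, here and below, was therefore not set apart from a change in the variance prior.

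**Figure D2:**
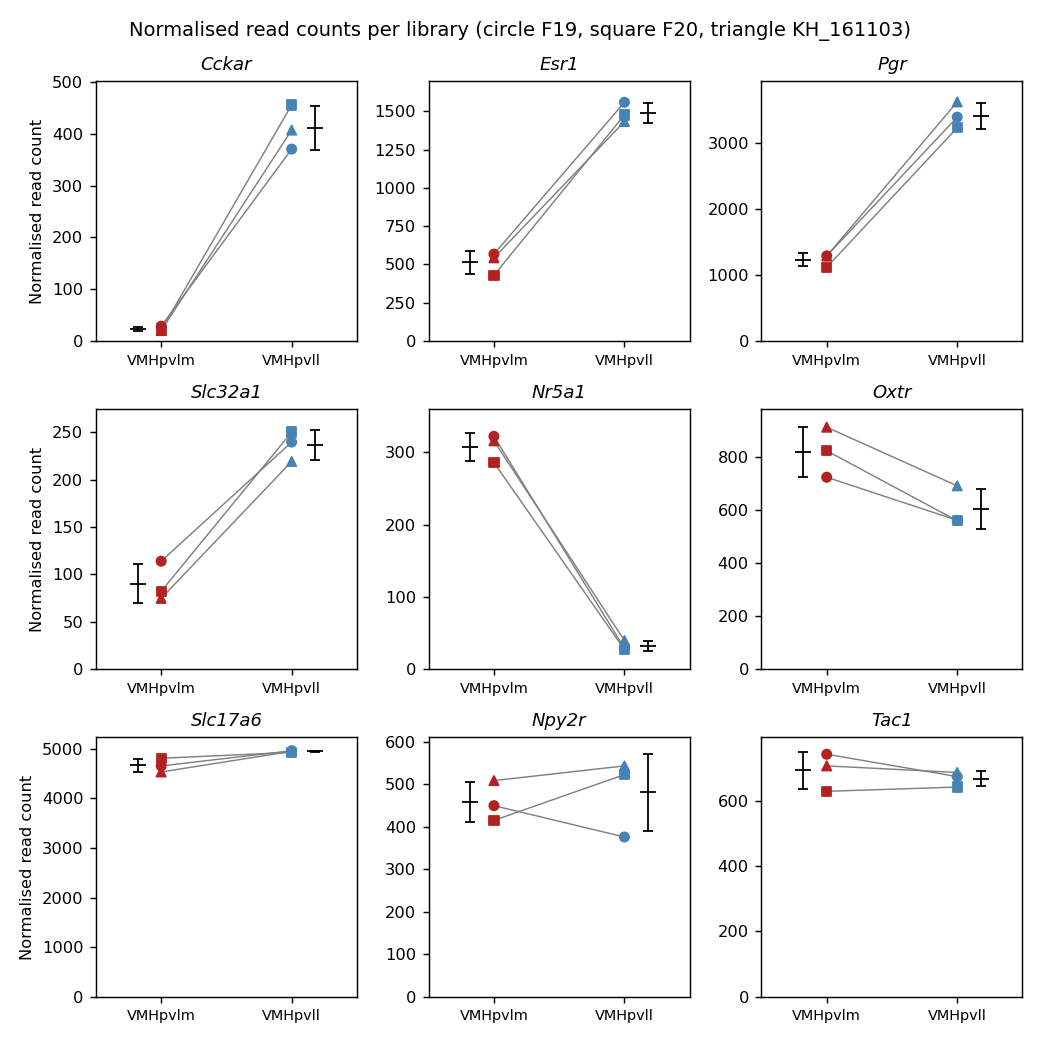
Normalised read counts of 9 genes named in advance in each library, with lines joining libraries that share a name and black bars giving the mean and SD of 3 libraries. Cckar, Esr1, Pgr and Slc32a1 were higher in VMHpvll in 3 of 3 pairs, and Nr5a1 and Oxtr were higher in VMHpvlm in 3 of 3 pairs.

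Markers of VMH neurons were mostly higher in VMHpvlm. Of 16 tested, 13 were higher in VMHpvlm and 1 in VMHpvll (13 and 2 adjusted over the list alone), with a median log2 difference of 0.55 (camera adjusted p = 9.16e-13 and adjusted p = 0.289 with an estimated correlation). Besides Nr5a1 they included Fezf1 (1191 ± 15.6 against 642 ± 14.3), Fam19a1 (481 ± 58.6 against 153 ± 25.5) and the cannabinoid receptor Cnr1 (1563 ± 99.8 against 776 ± 59.1). Of 15 genes of the dorsomedial and central VMH, 9 were higher in VMHpvlm and 2 in VMHpvll (9 and 3 adjusted over the list alone, median 0.35, camera adjusted p = 0.000217 and adjusted p = 0.289 with an estimated correlation). Adcyap1 (log2 difference 0.57) and Gabra5 (0.65) were among them. Of 25 genes of the ventrolateral VMH, 7 were higher in VMHpvlm and 11 in VMHpvll, the same counts when adjusted over the list alone. The median was -0.06 and the mean -0.57 (camera adjusted p = 0.00129 toward VMHpvll and adjusted p = 0.289 with an estimated correlation). Ecel1 (2064 ± 90.2 in VMHpvll against 715 ± 84.2) moved with Esr1, and Penk (log2 difference 0.53) moved the other way.

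Genes of GABAergic neurons were mostly higher in VMHpvll, while Slc17a6, the glutamate transporter whose promoter drives the cre of these mice, was at 4665 ± 139 in VMHpvlm and 4946 ± 17.1 in VMHpvll and was not called (limma Benjamini-Hochberg adjusted p = 0.0859). Slc17a6 was higher in VMHpvll in each pair, with log2 differences of -0.093, -0.035 and -0.126 in F19, F20 and KH_161103. Without the F20 pair its log2 difference was -0.11 (limma Benjamini-Hochberg adjusted p = 0.0484), a gained call with the limit given above. Gad2, which makes GABA, was 2.40-fold higher in VMHpvll (1370 ± 122 against 570 ± 84.3), Gad1 1.99-fold and the vesicular transporter Slc32a1 2.62-fold (236 ± 15.8 against 90.05 ± 20.9). Of 14 tested GABAergic genes, 9 were higher in VMHpvll and 2, Calb2 and Npy, in VMHpvlm (10 and 2 adjusted over the list alone, median -0.76, camera adjusted p = 6.11e-05 and adjusted p = 0.289 with an estimated correlation). Of 15 glutamatergic genes, 8 were higher in VMHpvlm and 2 in VMHpvll (9 and 3 adjusted over the list alone, median 0.19, camera adjusted p = 4.10e-05 and adjusted p = 0.289 with an estimated correlation). The metabotropic receptor Grm5 had the largest difference of that list, at 3136 ± 278 against 1182 ± 110.

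Receptor and channel subunits were more often higher in VMHpvlm. Of 20 GABA and glycine receptor subunits, 16 were higher in VMHpvlm and 2 in VMHpvll (17 and 2 adjusted over the list alone, median 0.34, camera adjusted p = 2.64e-11 and adjusted p = 0.289 with an estimated correlation), among them Glra3 (453 ± 29.2 against 214 ± 23.8). Of 24 glutamate receptor subunits, 11 were higher in VMHpvlm and 4 in VMHpvll (12 and 6 adjusted over the list alone, median 0.15, camera adjusted p = 0.000113 and adjusted p = 0.344 with an estimated correlation), and Grik3 was 2.22-fold higher in VMHpvlm. Of 76 potassium channel subunits, 31 were higher in VMHpvlm and 12 in VMHpvll (32 and 15 adjusted over the list alone, median 0.14, camera adjusted p = 0.000451 and adjusted p = 0.289 with an estimated correlation). Kcnh7, Kcnq3 and Kcna2 had log2 differences of 1.30, 0.70 and 0.66, and Kcnq5 of -1.51 (579 ± 41.2 in VMHpvlm against 1651 ± 119). Of 33 sodium and calcium channel subunits, 13 were higher in VMHpvlm and 8 in VMHpvll (15 and 9 adjusted over the list alone), and the list was not called (camera adjusted p = 0.0718, and 0.0330 without the F20 pair). Cacna2d1 was higher in VMHpvlm (log2 difference 0.73) and Scn4b in VMHpvll (-1.70). Of 31 monoamine and acetylcholine genes, 15 were higher in VMHpvlm and 4 in VMHpvll (16 and 4 adjusted over the list alone, median 0.34, camera adjusted p = 0.00793 and adjusted p = 0.289 with an estimated correlation). That list's camera adjusted p was 0.0746 without the F19 pair. The nicotinic subunit Chrna4 (0.93) and the serotonin receptor Htr1b (0.89) were higher in VMHpvlm, and the dopamine receptor Drd2 (-1.78) and Adra2a (-0.75) in VMHpvll. The oligodendrocyte, astrocyte and vascular markers moved toward VMHpvll, with medians of -0.40, -0.20 and -0.47. The microglia markers had a median of -0.05, and 0 of 20 were called. The microglia and oligodendrocyte medians lay 0.35 apart (standard error 0.0427 over genes), a pair of lists chosen after the results were seen. Between libraries of the same name, the gap was 0.28, 0.39 and 0.45 in F19, F20 and KH_161103. This gap argues against a lower share of neurons in VMHpvll that raises every other cell type alike. These receptor and channel lists, and the synaptic genes below, are not set apart from a different share of neurons with uneven changes of the other cell types.

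Neuropeptides and their receptors divided between the regions. Of 24 neuropeptide precursors, 8 were higher in each region (9 in VMHpvlm and 10 in VMHpvll adjusted over the list alone), and the list was not called (camera adjusted p = 0.693). Besides Nms and Pomc, VMHpvlm had more Adcyap1, and VMHpvll had more Cbln1 (3406 ± 114 against 2053 ± 45.2) and Gal (133 ± 15.6 against 44.3 ± 7.75). Of 46 neuropeptide receptors, 15 were higher in VMHpvlm and 12 in VMHpvll (17 and 13 adjusted over the list alone), with a median of 0.11 and no call (camera adjusted p = 0.693). The kappa opioid receptor Oprk1 was higher in VMHpvlm (310 ± 28.5 against 141 ± 29.4), and Cckar, Nmur2 and Mc4r were higher in VMHpvll. By fry, which tests whether the genes of a list move on balance one way, the receptors moved toward VMHpvll (adjusted p = 0.0136). This direction was opposite to that of the counts, the median and camera with all pairs. Camera also pointed toward VMHpvll without the F19 pair (adjusted p = 0.488) and without the F20 pair (0.279), with no call.

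The called markers of oligodendrocytes, their precursors, astrocytes and vessels were higher in VMHpvll, and 0 microglia markers were called. Of 26 oligodendrocyte markers, 18 were higher in VMHpvll and 0 in VMHpvlm (21 and 0 adjusted over the list alone, median -0.40, camera adjusted p = 2.64e-11 and adjusted p = 0.289 with an estimated correlation), with the myelin genes Mbp at 4688 ± 349 against 3455 ± 270 and Mobp at 2507 ± 35.4 against 1806 ± 124. Of 12 markers of their precursors, 7 were higher in VMHpvll and 0 in VMHpvlm (7 and 1 adjusted over the list alone, median -0.29, camera adjusted p = 0.00151 and adjusted p = 0.289 with an estimated correlation), and without the F19 pair the camera adjusted p was 0.0528. Of 23 astrocyte markers, 14 were higher in VMHpvll and 0 in VMHpvlm (16 and 0 adjusted over the list alone, median -0.20, camera adjusted p = 4.75e-08 and adjusted p = 0.337 with an estimated correlation, 0.0866 by fry), including Aqp4 (878 ± 39.9 against 660 ± 42.1). Of 25 vascular markers, 8 were higher in VMHpvll and 0 in VMHpvlm (9 and 0 adjusted over the list alone, median -0.47, camera adjusted p = 9.49e-06 and adjusted p = 0.289 with an estimated correlation, 0.0866 by fry), including the VEGF receptors Kdr (297 ± 50.9 against 151 ± 3.84) and Flt1 (757 ± 24.4 against 516 ± 36.1). The median of the vascular list was -0.82, -0.14 and -0.33 in the F19, F20 and KH_161103 pairs. Of 20 microglia markers, 0 were called in either direction, also when adjusted over the list alone (median -0.05, camera adjusted p = 0.373), with Ctss at 366 ± 39.6 in VMHpvll and 314 ± 25.1 in VMHpvlm. Of 10 tanycyte and ependymal markers, 1 was higher in VMHpvlm and 3 in VMHpvll, the same when adjusted over the list alone (camera adjusted p = 0.0658, with 0.0351 without the F20 pair and 0.0232 by fry), with Nes at a log2 difference of -1.16. The 3 tested erythrocyte genes were not called and were too few for a list test.

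**Figure D3:**
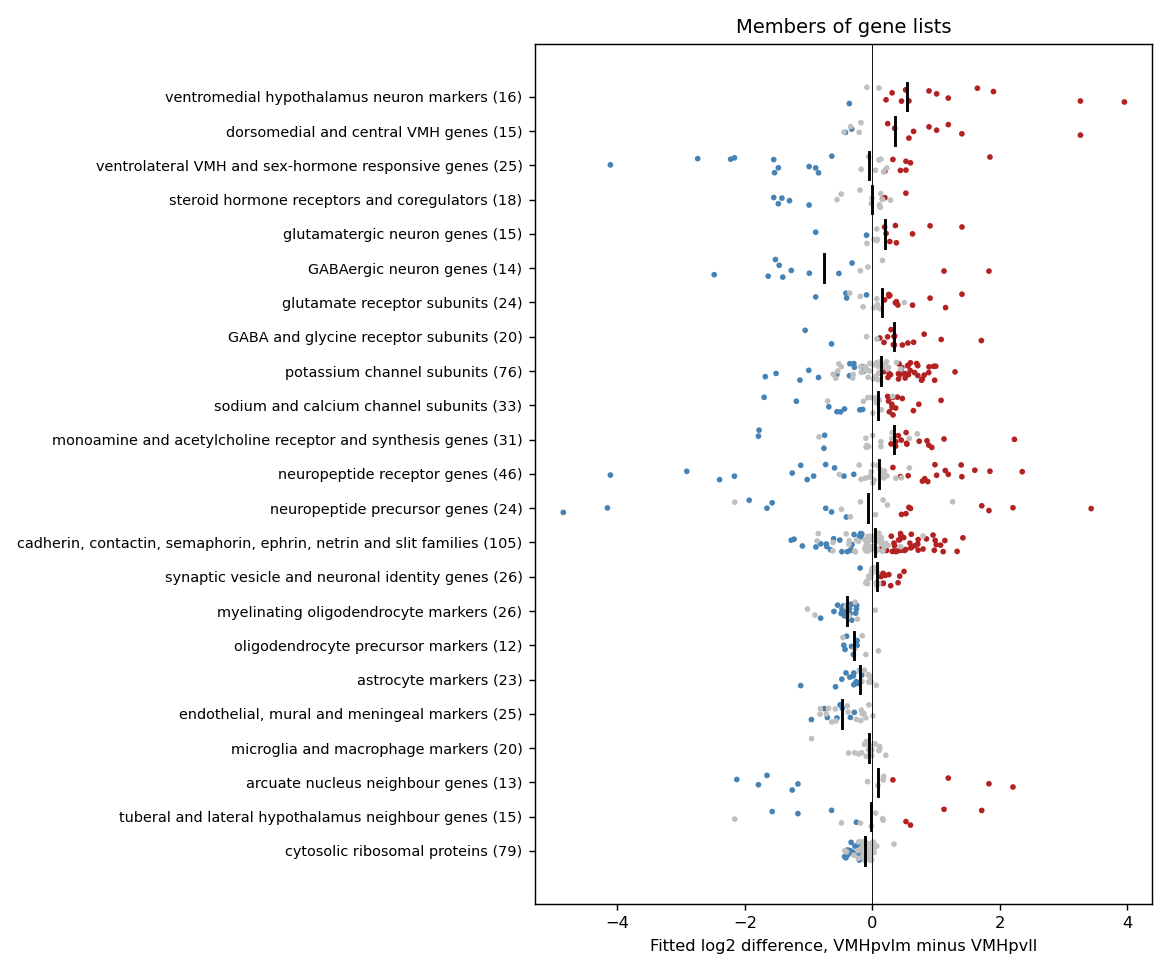
Fitted log2 differences (VMHpvlm minus VMHpvll) of the tested members of 23 gene lists, with the number of members in brackets and a black line at the median. Red and blue points are genes called higher in VMHpvlm and VMHpvll, and grey points were not called.

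Genes of neighbouring nuclei went both ways. Of 13 arcuate genes, 4 were higher in VMHpvlm and 5 in VMHpvll, the same when adjusted over the list alone (camera adjusted p = 0.910): Pomc and Lepr (log2 difference 1.19) toward VMHpvlm, and Ghsr (log2 difference -1.26) and Otp (-1.17) toward VMHpvll. Of 15 tuberal and lateral hypothalamic genes, 4 were higher in each region (4 in VMHpvlm and 5 in VMHpvll adjusted over the list alone, camera adjusted p = 0.600). Of 38 patterning transcription factors, 6 were higher in VMHpvlm and 13 in VMHpvll, the same when adjusted over the list alone (camera adjusted p = 0.0544, with 0.0364 without the pair block, 0.0263 without the KH_161103 pair and 0.0195 by fry), with Bcl11b (205 ± 18.5 against 81.5 ± 10.9) and Nkx2-4 (137 ± 6.34 against 59.0 ± 0.651) toward VMHpvll.

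Adhesion and guidance genes were more often higher in VMHpvlm and matrix genes in VMHpvll. Of 105 adhesion and guidance genes, 37 were higher in VMHpvlm and 20 in VMHpvll (42 and 22 adjusted over the list alone, median 0.05, camera adjusted p = 0.00246 and adjusted p = 0.337 with an estimated correlation), with Cdh13 (2510 ± 6.85 against 1163 ± 92.2) and Epha5 (log2 difference 1.07) toward VMHpvlm and Pcdh17 (-0.65) toward VMHpvll. Of 57 matrix genes, 4 were higher in VMHpvlm and 16 in VMHpvll (4 and 17 adjusted over the list alone, median -0.25, camera adjusted p = 0.00529 and adjusted p = 0.289 with an estimated correlation), with the laminin Lamb1 at 668 ± 18.5 in VMHpvll against 210 ± 13.3. The vascular and meningeal markers moved the same way, so the matrix genes are not set apart from a change in the share of these cells. Of 26 synaptic genes, 10 were higher in VMHpvlm and 1 in VMHpvll (12 and 1 adjusted over the list alone, 8 and 4 with quantile normalisation, median 0.07, camera adjusted p = 0.00129 and adjusted p = 0.362 with an estimated correlation, 0.0621 by fry), with Snap25 at a log2 difference of 0.50. Of 79 ribosomal protein genes, 21 were higher in VMHpvll and 0 in VMHpvlm, the same when adjusted over the list alone (median -0.11, camera adjusted p = 6.87e-06 and adjusted p = 0.289 with an estimated correlation), and 12 were when libraries were scaled to the same total. Of 77 nuclear oxidative phosphorylation genes, 1 was higher in VMHpvll (0 adjusted over the list alone, camera adjusted p = 0.110). Of 65 heat-shock genes, 8 were higher in each region (8 in VMHpvlm and 10 in VMHpvll adjusted over the list alone, camera adjusted p = 0.746). Of 21 immediate early genes, 1 was higher in VMHpvlm and 3 in VMHpvll (1 and 4 adjusted over the list alone, camera adjusted p = 0.107, and 0.0351 without the F20 pair), with Klf4 at 168 ± 56.9 in VMHpvll against 42.2 ± 16.4. Of the 39 Hox genes, 0 reached the minimum level.

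The number of called genes differed between settings: it was 1800 without the pair block, 1230 with DESeq2, 2873 with edgeR, 422 with limma when the variance prior had no trend and was not robust, and 1776 when the KH_161103 pair was left out. Of 29 tested lists, 17 were called with the preset correlation and 0 with an estimated correlation, where the lowest adjusted p was 0.289. The second test had 2 degrees of freedom, so its 0 calls do not show that correlation between genes accounts for the 17.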

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

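The 2-fold counts of the alternative settings were chosen after the data were seen. So were the counts from libraries thinned to the same number of reads and those without the lists of other cell types and neighbouring nuclei. The 2905 called genes became 1800 without the pair block, 1230 with DESeq2 on whole reads and 422 with a variance prior without trend or robust, where the prior held 1.78 degrees of freedom in place of a median of 39.9. The other settings with all libraries gave between 2652 (random pair effect) and 2970 (same total) genes, with 2873 from edgeR (1437 higher in VMHpvlm and 1436 in VMHpvll) and 2669 after thinning. The plain prior called 189 higher in VMHpvlm and 233 in VMHpvll. The 392 genes with a 2-fold difference became 190 at a mean of at least 50, which tests fewer genes, and 209 with the plain prior, and lay between 274 and 492 otherwise. Without 1 pair, 1776 (without KH_161103) to 2868 (without F20) genes were called, and 350 to 433 at 2-fold. The adjusted p-values of genes such as Pgr fell far without F19 or F20, so these counts do not isolate the effect of the pair. Without 1 library and without the block, 1365 to 1654 were called. Called genes shared with the 2905 kept their direction in each setting, 1799 of them without the block and 396 with the plain prior. Neither of these named settings changes the fitted differences, so the direction could not change there. Beyond the prior and the smaller sets, the cause of the changed counts was not tested. Of 125 named genes, 14 lost their call without the block, and 5, 2 and 3 without F19, F20 and KH_161103, while 2 (Slc17a6 and Ndufa2, whose exons overlap Tmco6) gained one without F20. The same total and a pseudocount of 5 changed the call of 0 of them. The 17 called lists became 0 with an estimated correlation, and their medians kept their sign under each of 4 scalings. For some of them the estimate was below the preset 0.01, such as the GABAergic genes (0.0041) and the VMH neuron markers (-0.027). A higher correlation therefore does not account for the loss of those calls. For the VMH neuron markers the camera p rose from 3.16e-14 to 0.0147 although the estimate was below the preset value. The test with an estimate uses 2 degrees of freedom, so it could hardly call any list. For lists with higher estimates, such as astrocyte markers (0.458), the effect of correlation was not separated from this. Neuropeptide receptors, not called by camera, moved toward VMHpvll by fry (adjusted p = 0.0136), which does not compare them with other genes. With all pairs, camera and the median of 0.11 pointed the other way, toward VMHpvlm. The camera adjusted p of this list lay between 0.279 and 0.847 in the other settings, and its direction turned toward VMHpvll without F19 and without F20. Low depth limits genes near the minimum level most, where 1 read is worth 0.908 to 1.49 units.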

Other observations

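The tests of the share of cell types, the values without 1 pair in this paragraph and the genes named in this paragraph and the next were chosen after the results were seen. Oxt and Avp had reads in each VMHpvll library and at most 1 read in VMHpvlm. Oxt, the oxytocin precursor, was at 34.9 ± 4.82 (SD, n = 3) in VMHpvll from 92 reads and at 0.303 ± 0.524 in VMHpvlm from 1 read. The ratio of the pooled reads, scaled by the size factors, was 88.0 with an exact 95% interval from 15.4 to 3513 that covers counting error only. Avp, the vasopressin precursor, had 52 reads in VMHpvll and 0 in VMHpvlm, and the exact lower 95% limit of its ratio was 13.0, or 5.37 without the F19 pair. Its normalised counts in VMHpvll were uneven, at 34.1, 20.9 and 6.39 in F19, F20 and KH_161103. Hcrt had 31 reads against 1, and 9 against 0 without the F19 pair. Sim1 had 41 against 4, with the 4 in the F19 library, with 32 against 0 without that pair, 28 against 4 without F20 and 22 against 4 without KH_161103. Hcrt and Sim1 lay below the level at which genes were tested. Trh had 413 reads in VMHpvll and 81 in VMHpvlm and was not called (limma Benjamini-Hochberg adjusted p = 0.228), with 181 against 64 without the KH_161103 pair and 306 against 42 without F19. In the other direction, Nr0b1 had 129 reads in VMHpvlm and 8 in VMHpvll.

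Vegfa and Nrp1 were higher in VMHpvll, beside several endothelial genes. Vegfa was at 896 ± 89.6 in VMHpvll and 391 ± 26.02 in VMHpvlm, and its co-receptor Nrp1 at 417 ± 25.4 and 173 ± 20.5. The endothelial genes Cd93, Pdgfb and Cd34 had log2 differences of -1.85, -1.47 and -1.01, and Angpt1 of -1.15. Tek was not called (log2 difference -0.38, limma Benjamini-Hochberg adjusted p = 0.150). The list of vascular markers had a median of -0.47 toward VMHpvll, so these genes are not set apart from a higher share of vascular cells. Exons of Nrp1, Cd34 and Angpt1 overlap Mir1903, Gm16897 and Gm17473.

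Of 14 GABAergic genes, 9 were higher in VMHpvll and 2 in VMHpvlm, a call of the list that ended with an estimated correlation (camera adjusted p = 0.289), and other tissue in the captures could account for that. A lower share of glutamatergic neurons in VMHpvll would raise every other cell type alike. The test written first compared the highest and the lowest median of 5 lists, microglia and GABAergic genes, and decided nothing: the gap was 0.70 with a standard error of 0.43. A second test, chosen after that result as the widest of 10 pairs of lists relative to its error, set microglia against oligodendrocytes. The gap was 0.35 with a standard error of 0.0427 over genes, and 0.28, 0.39 and 0.45 in the F19, F20 and KH_161103 pairs. The same direction in 3 of 3 pairs argues against this explanation, although the microglia median itself varied (-0.21, 0.09 and 0.05). Tissue of the tuberal and lateral hypothalamus stays open: its list had a median of -0.13 with a standard error of 0.30, which met the bound set beforehand for excluding it, but 4 of 12 genes (Otp, Gal, Calb1 and Nts) were higher in VMHpvll and 3 (Penk, Pdyn and Crh) in VMHpvlm, so a median near 0 decides nothing, and a difference between the regions themselves was not tested apart from it.

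Pomc, Nms and Crhbp were higher in VMHpvlm, and tissue of the arcuate nucleus is a candidate source. The arcuate list without Pomc had a median log2 difference of 0.0072 with a standard error of 0.55, and 3 of 12 genes were higher in VMHpvlm and 5 in VMHpvll. This error was too wide to exclude a median of 0.5, so arcuate tissue and a difference between the regions themselves cannot be told apart. Agrp, an abundant arcuate transcript, had 8 reads in VMHpvlm and 5 in VMHpvll, and its exons overlap Ctcf and Gm5914. Npy had 63 reads in VMHpvlm and 18 in VMHpvll, the direction that arcuate tissue would give.

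Iigp1 and Samd9l were higher in VMHpvll, which could reflect a general interferon response or more microglia. The interferon list was written after these 2 genes were seen and before its own values were. Its 26 tested genes had a median of -0.17 with a standard error of 0.11, and 3 were higher in VMHpvll (Ifi27, B2m and Psmb8, whose exons overlap Gm20496) and 2 in VMHpvlm. The microglia list had a median of -0.054 with a standard error of 0.034 over genes and 0 called genes, and medians of -0.21, 0.09 and 0.05 in the F19, F20 and KH_161103 pairs. Both argue against these explanations as the cause of differences above 3 on the log2 scale. A difference between the regions in these 2 genes stays open and was not tested.

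The split of the 6 libraries by region called 2905 genes with the pair block, and 1 of 10 splits, the real one, reached that count, and the highest of the other splits called 0. Without the block the counts were 1800 and 1. These 10 splits are too few for a share under 0.05. In the other splits the region difference stays within the groups and widens the residual spread, so their counts are not a rate of false calls. Of the 10 splits, 4 part the libraries of each pair as the real one does.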
